A study of Cicer arietinum with 8 samples. Its data were reported in "Transcriptional profiling of chickpea genes differentially regulated in response to high-salinity, cold and drought" (2007).

How the data were processed

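RNA from leaves and flowers of 4 chickpea genotypes was measured by hybridisation to 2-colour cDNA microarrays, on which RNA of drought-stressed plants and RNA of watered plants of the same genotype and tissue were labelled with different dyes, Cy5 and Cy3, and hybridised to the same slide. Per the labels, plants stood in 15 cm pots with 5 plants per treatment, the stressed pots lost 5 to 10% of their water content per day until they held 30%, and the control pots were kept at 80%. The genotypes are named as in the study: Tolerant-1 (BG 1103), Tolerant-2 (BG 362), Susceptible-1 (Kaniva) and Susceptible-2 (Genesis 508). Each slide carries 768 features in 6 copies, which are 559 chickpea cDNAs, 156 grasspea (Lathyrus sativus) cDNAs, 41 lentil resistance gene analogues and other lentil probes, and 12 controls.

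The authors deposited 47 scanner files, each with the values of 1 dye channel of 1 slide. Their spot values are signal and background intensities that the authors obtained with the ImaGene software, before any background subtraction or normalisation. Each file lists 4704 positions, of which 96 hold no feature. Spot area, total signal and ImaGene's quality marks, also deposited, are other kinds of value and served to leave out marked spots and to check the signal mean. The authors also deposited a table of log2 ratios, 1 column per genotype and tissue, which they made by subtracting the mean local background, omitting marked spots, LOWESS normalisation, taking the ratio of the dyes and averaging replications. The table does not state its direction or centring, so it was set against the scanner values and used as an alternative only.

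Files were assigned to genotype, tissue, treatment, dye and replication by their labels. Image names in the file headers gave the same dye for 44 of the files, the other dye for 1, which is a repeated file described next, and no dye for 2, both of replication 2 of Tolerant-1 flowers. Before averaging, all files of a group were compared value by value. In Susceptible-1, 4 files repeated another file of the same group, in 3 cases at every position and in 1 case at all but 3 lentil positions, and each such file was counted once. The control file of Susceptible-1 leaves listed as Cy3 of replication 1 repeated the Cy5 file of replication 3. A channel left without its partner was not used in ratios. This left 43 distinct channels and 21 slides, 3 in each group except Susceptible-1 leaves (1) and Susceptible-1 flowers (2). Dyes were swapped on 8 of the slides. The files were quantified on 6 days, numbered 1 to 6 here.

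Ratios were computed in R 4.3.3 with limma 3.58.1 and jsonlite 2.0.0. Spots marked by ImaGene in either channel were omitted. The signal mean was corrected with the background mean by normexp with an offset of 50, and the log2 ratios were normalised within each slide by loess with a span of 0.3 and 4 iterations, control spots having weight 0. Ratios were turned so that a positive value means more signal under drought, and the 6 copies of a feature were averaged. Saturated spots, at 65500 or above, were kept. Group values were fitted with lmFit and eBayes over all 8 groups together, with 13 residual degrees of freedom, a prior of 3.18 degrees of freedom and a prior standard deviation of 0.31. A value measured on 1 slide takes its spread from the other groups and from the prior, and from the prior alone where no group measured the feature on more slides. The labels number the replications in both tissues. In Susceptible-2, deviations of leaf and flower slides with the same number correlated at 0.251, 0.193 and 0.448. In Tolerant-2 they correlated at 0.0525, 0.484 and 0.397. The numbers may therefore pair these slides, and a replicate block was fitted as an alternative. Number 3 is also the swapped slide in both tissues, so a dye effect is not told apart from pairing there. A feature was called induced or repressed at a Benjamini-Hochberg adjusted p under 0.05 within the comparison together with an absolute log2 ratio of at least 1. The mean over the 4 genotypes of each tissue, the tolerant minus susceptible difference and the leaf minus flower difference were contrasts in the same fit, so they cover the spread between slides and not that between genotypes of a class. The number of slides limits the precision of every value.

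Features named in the text were fixed by a rule before the data were examined: in each group the called induced and the called repressed feature of largest size with the same sign on every slide that measured it, for each other comparison the called feature of largest size in each direction, every consensus feature, and from a list of 23 features that the study's text discusses, DY475548, DY475051, DY475477 and actin (DY475300) in any case and other members where called in a group named for them. Gene names are those of the array's annotation. None of the 668 GenBank accessions on the array was found in the reference table of 29938 chickpea genes, so no genome position is given. A feature was undetected in a genotype when its signal mean, as the median over its copies, was under 2 times local background in every channel of that genotype. A named feature under 2 times background in 1 channel on every slide of a group was given no ratio. Only a lower bound of brighter over dimmer was sought for it, from normalised log2 intensities per channel after loess and Aquantile. Such a bound stays open to dye bias without balanced swaps. A named feature with a saturated copy in 1 or both channels on every slide of a group was given neither ratio nor bound. A bound under 1-fold was not given. Intervals of shares are exact 95% binomial intervals over features, and origins were compared by two-sided Fisher's exact tests over features, which are not independent replicates. Differences between genotypes in these shares were tested by 100000 random exchanges of genotypes within features.

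The fit was tested on simulated data for the 691 features with a value, 200 of which were changed by 1.5 on the log2 scale, in 20 sets. Within a set the same features were changed in every group, and recovery was counted at an adjusted p under 0.05 without the size threshold. With so many changed features the adjustment is milder than where few change. The shares below therefore do not give the power behind the low counts of calls in the real data. Without a dye effect it recovered 78.6% of the changed features in Susceptible-1 leaves (1 slide), 87.6% in Susceptible-1 flowers (2 slides) and 99.3% in the mean of leaves. In the groups of 3 slides it recovered between 88.5% (Susceptible-2 flowers) and 92.2% (Tolerant-2 leaves). With a dye effect simulated and no dye term in the fit, it recovered 72.7% in Susceptible-1 leaves and 86.3% in Susceptible-1 flowers. In the groups of 3 slides it then recovered between 89.3% (Tolerant-1 leaves) and 92.5% (Tolerant-2 leaves). Alternatives were another background correction, normalisation, spot value, averaging and filter, a dye term, reversed dye orientation, separate fits, array weights, the methods' t-test, day and replication blocks, repeated files counted separately, other thresholds, the authors' table, and leaving out each slide in turn. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.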

Results

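The effect of drought on transcript levels was assessed in leaves and flowers of 2 tolerant and 2 susceptible chickpea genotypes. Over the 21 distinct slides, between 41.7% and 80.3% of spots (median 61.3%) were unmarked in both channels. Features with a value numbered 361 to 644 per slide, with a median of 509. The median ratio of signal to local background of a channel ranged from 1.76 to 27.2, with a median of 4.23. Local background was higher in Cy3 than in Cy5 on 21 of 21 slides. Replication 2 of Tolerant-1 flowers was dim, with a median signal of 341 in Cy5 and 317 in Cy3 and 0 saturated spots, where other channels held up to 956. In all, 691 features had a value on some slide and 486 had one in all 8 groups.

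Replications of a group were first compared over features, which are not independent replicates. Pairs of slides of the same group with drought RNA in Cy5 had a mean Pearson correlation of 0.162 (6 pairs), with a range from -0.286 to 0.665. Pairs of the same group with opposite dyes, after the swapped slide was turned, had a mean of -0.0518 (13 pairs), with a range from -0.514 to 0.307. In flowers the same-dye pairs were low too, at 0.0994 in Tolerant-1, -0.0307 in Tolerant-2 and -0.286 in Susceptible-2. In leaves these pairs were at 0.468 in Tolerant-1, 0.0549 in Tolerant-2 and 0.665 in Susceptible-2. Different groups with drought in the same dye correlated at 0.222 for Cy5 (72 pairs) and 0.187 for Cy3 (28 pairs). This is above the same-group mean of 0.162 but below the same-dye pairs of Tolerant-1 and Susceptible-2 leaves. Different groups with opposite dyes correlated at -0.0625 (91 pairs). Within groups, 3 pairs with opposite dyes lay below -0.3, all in flowers: -0.317 in Tolerant-1, -0.514 in Tolerant-2 and -0.362 in Susceptible-1. The direction stated by the labels was kept, but on average it has no support from the ratios themselves in any flower group. Means of opposite-dye pairs were -0.133 in Tolerant-1, -0.233 in Tolerant-2, -0.362 in Susceptible-1 and -0.156 in Susceptible-2 flowers. Single pairs reached 0.0506 in Tolerant-1 and 0.0481 in Tolerant-2 flowers. For replication 2 of Tolerant-1 flowers, a slide of the pair at -0.317, the image names give no dye and the labels alone state it. A dye term common to all groups differed from 0 in 95 of 562 features at a limma adjusted p under 0.05, with Cy5 brighter in 56 and Cy3 brighter in 39.

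**Figure D1:**
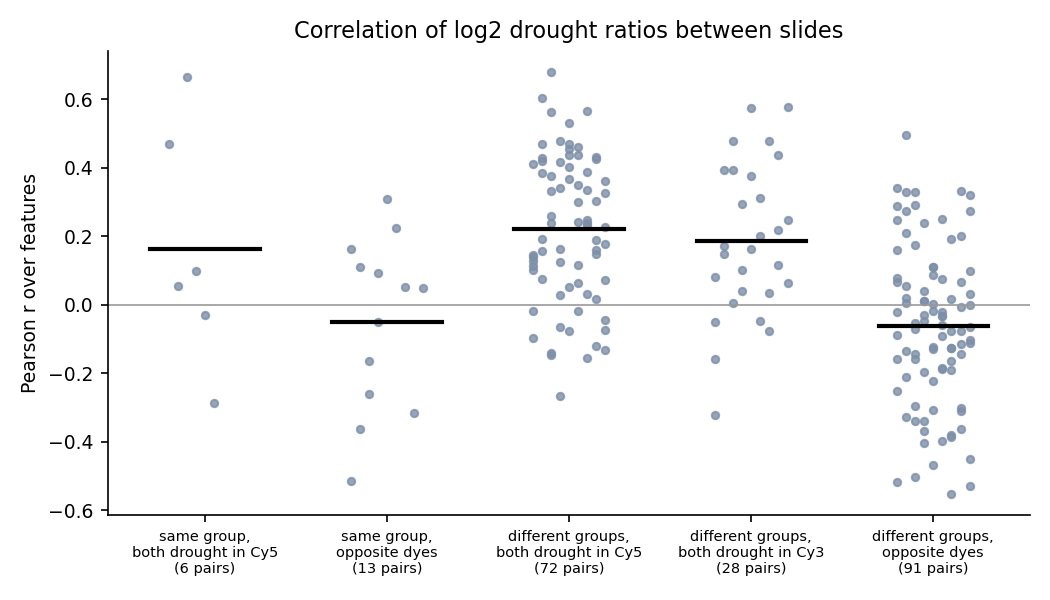
Pearson correlation over features (vertical axis, no unit) of log2 drought over control ratios between pairs of slides, by group and dye orientation. Each point is 1 pair of slides and each bar the mean, which lies at -0.0518 for opposite dyes within a group and at 0.222 for different groups that both have drought in Cy5.

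The comparison of stressed with unstressed plants asked which transcripts responded in each genotype and tissue. In limma, 12 calls were made over the 8 groups, for 11 distinct features. Susceptible-2 leaves had 10 calls among 601 features tested, 2 induced and 8 repressed. Tolerant-1 leaves had 2 calls among 585, both induced. Tolerant-2 leaves (580 tested), Susceptible-1 leaves (513), Tolerant-1 flowers (589), Tolerant-2 flowers (643), Susceptible-1 flowers (544) and Susceptible-2 flowers (645) had 0. At an unadjusted p under 0.05 there were 51 features in Tolerant-1 leaves, 57 in Tolerant-2 leaves, 25 in Susceptible-1 leaves and 132 in Susceptible-2 leaves. The corresponding numbers in flowers were 54, 6, 21 and 6 for Tolerant-1, Tolerant-2, Susceptible-1 and Susceptible-2, where 5% of the features tested comes to between 25.6 and 32.2 in the 8 groups. The methods' t-test on the same replication values called 0 features after Benjamini-Hochberg adjustment in each of the 7 groups with more than 1 slide, and could not be run in Susceptible-1 leaves. With at most 3 slides per group that test had few degrees of freedom, so its count of 0 says little about the response. Without the size threshold, 38 features of Susceptible-2 leaves and 5 of Tolerant-1 leaves had an adjusted p under 0.05. Susceptible-2 leaves had 0 calls without their replicate 1, without replicate 1 of every group and in separate fits for each group, and 4 without their replicate 2. The count of 0 in flowers changed with the slides left out in Susceptible-1, which had 4 calls without its replicate 3 and 24 without replicate 3 of every group, and in Tolerant-1, which had 4 without its dim replicate 2. It stayed at 0 in every leave-out in Tolerant-2 and Susceptible-2. With the sign of the swapped slides turned, against their stated dyes, there were 8 calls in Susceptible-1 flowers and 0 in Susceptible-2 leaves.

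**Figure D2:**
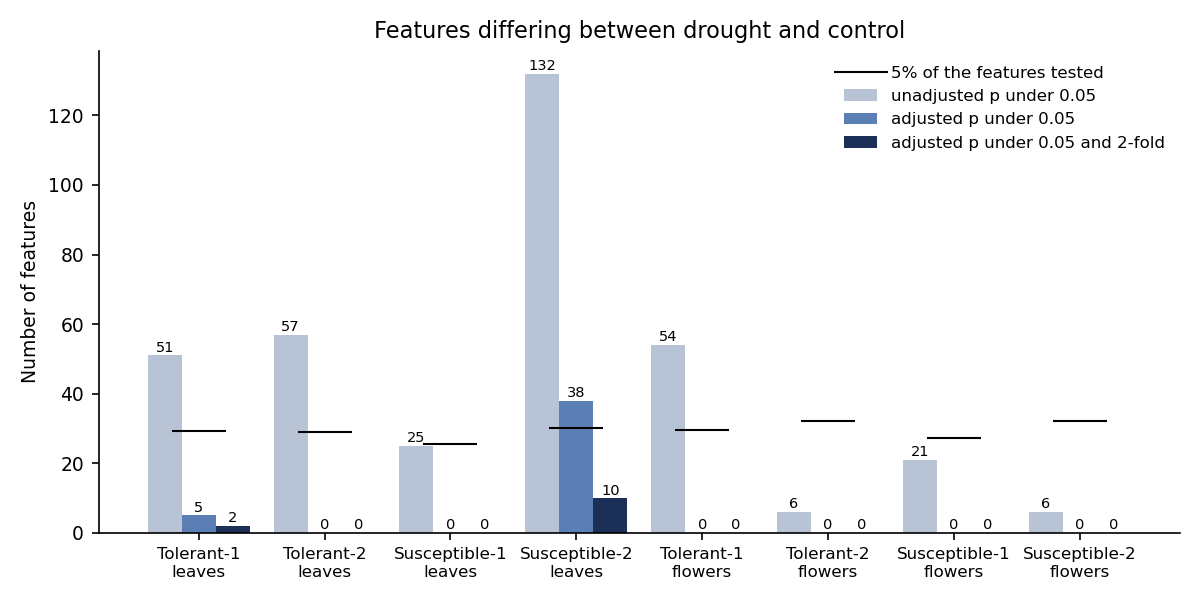
Number of features (vertical axis) that differed between drought and control in each genotype and tissue, at an unadjusted p, at an adjusted p, and at an adjusted p with a 2-fold change; black lines mark 5% of the features tested. Susceptible-2 leaves stand highest, with 132, 38 and 10 features.

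Among the calls of Tolerant-1 leaves the one named by the fixed rule was the nonspecific lipid-transfer protein precursor (DY396350, a grasspea cDNA), with a log2 ratio of 1.77 (SE 0.38, adjusted p = 0.0493), higher on 2 of the 2 slides that measured it. The other call, DY475205, of unclear function, was at 1.51 on 1 slide (adjusted p = 0.0493) and is named after its value was seen. In Susceptible-2 leaves DY396350 was the induced feature of largest size, at 1.94 (SE 0.38, adjusted p = 0.0141), higher on 2 of 2 slides. Its control signal was under 2 times background on 1 slide of each of these groups. The repressed feature of largest size was caffeoyl-CoA-methyltransferase (CV793595), at -1.49 (SE 0.34, adjusted p = 0.0223), lower on 3 of 3 slides, from -1.75 to -1.24. Leaving out single slides took the call from DY396350 in both groups and from CV793595: without replicate 1 of Susceptible-2 leaves the adjusted p was 0.0549 and 0.161, and without its replicate 2 it was 0.0713 and 0.0944. Without replicate 3 of Susceptible-2 leaves it was 0.107 for DY396350. In Tolerant-1 leaves the adjusted p of DY396350 was 0.481, 0.0759 and 0.212 without replicates 1, 2 and 3 of that group, and it rose past 0.05 in 18 of the 24 leave-out fits, so that this call rests on the full set of slides.

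Repressed features made up 66.7% of the 12 calls (8 of 12, exact 95% interval 34.9 to 90.1%), so the numbers of induced and repressed features did not differ beyond counting error. That share was 80.0% with plain background subtraction and 50% with a dye term in the fit. Without replicate 1 of Susceptible-2 leaves it was 0%.

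The mean over the 4 genotypes asked which features responded in a tissue whatever the genotype. In leaves 1 of 500 features was called, again DY396350, at 1.505 (SE 0.21, adjusted p = 0.000944), higher on 7 of the 7 slides that measured it, from 0.80 to 2.20. The control signal of this feature was under 2 times background on 3 of the 10 leaf slides. In limma, 73 features had an adjusted p under 0.05 whatever their size, 32 higher and 41 lower under drought, with a median absolute log2 ratio of 0.41. Of these, 72 had the same sign in all 4 leaf groups, 33 had the same sign on every leaf slide that measured them, 57 were measured on all 10 leaf slides and 71 were chickpea cDNAs. With the dye term 96 features passed, these 73 among them, but for 57 of the 73 the dyes balance in the mean and the term cannot move the value. Leaving out replicate 1 of every group gave 0 features and an adjusted p of 0.0662 for DY396350, and leaving out replicate 2 of every group gave 41 features. Within the groups quantified together the count was 8 in Tolerant-1 with Susceptible-1 and 82 in Tolerant-2 with Susceptible-2. With quantification day as a random block it was 56, and the methods' t-test on replication values gave 93. In flowers 0 of 535 features were called in limma and 0 had an adjusted p under 0.05, with 33 at an unadjusted p under 0.05 and 0 by the methods' t-test. Without replicate 3 of every group, which leaves the dyes unbalanced, 8 were called, and with the sign of the swapped slides turned 3 were called. In flowers DY396350 was at 0.74 in Tolerant-1, 0.20 in Tolerant-2, 0.28 in Susceptible-1 and 0.18 in Susceptible-2. In Tolerant-1 flowers it was at -0.617 on the dim replicate 2. It was at 1.29 on replicate 1 and 1.54 on replicate 3, within the range of the leaf slides. None of the leaf minus flower differences of this feature was called.

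**Figure D3:**
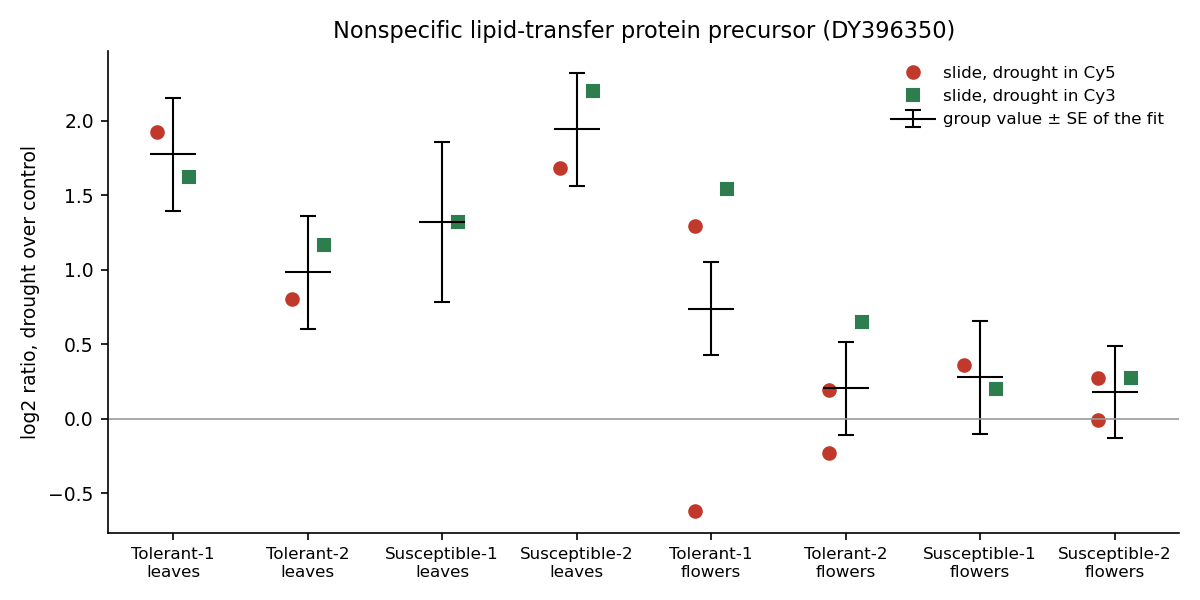
Log2 ratio of drought over control (vertical axis) of DY396350 by genotype and tissue. Points are slides, coloured by the dye of the drought RNA, and bars are group values with their SE from the fit; the 7 leaf slides lie between 0.80 and 2.20 and include both dye orientations.

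The response of the tolerant genotypes was compared with that of the susceptible genotypes within each tissue. In limma 0 of 500 features differed in leaves and 0 of 535 in flowers, at an adjusted p under 0.05 with or without the size threshold. At an unadjusted p there were 17 and 6, fewer than the 25.0 and 26.8 that make up 5% of the tests. The methods' t-test on replication values also called 0 in both tissues. Within the groups quantified together, the differences numbered 0 in both tissues, in Tolerant-1 against Susceptible-1 and in Tolerant-2 against Susceptible-2. With genotype means as the unit, 2 against 2, 0 features were called, and 30 in leaves and 8 in flowers had an unadjusted p under 0.05. Consensus features, called in the same direction in both genotypes of one class and in neither of the other, numbered 0 in leaves and 0 in flowers, where lists of these sizes would share 0 by chance. Both counts were fixed by the calls, since in each tissue each class had a genotype with 0 calls. They do not show whether genotypes of a class share a response.

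Leaves and flowers of the same genotype were compared to ask whether the response differed between tissues. In limma 0 features differed in each of Tolerant-1 (550 tested), Tolerant-2 (567), Susceptible-1 (493) and Susceptible-2 (571). At an unadjusted p there were 44, 27, 21 and 62 features in this order. The methods' t-test called 0 in each, and 1 feature of Tolerant-1 passed it at an adjusted p without the size threshold. With a replicate block Susceptible-2 had 4 calls among 530 features tested, and 89 at an unadjusted p under 0.05. A dye term gave 2 calls in Tolerant-1, and array weights gave 5 in Susceptible-2.

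Of the 23 features discussed in the study's text, 0 were called in limma when adjusted over all features, with 6 group values at an unadjusted p under 0.05. Adjusted over the list alone, 2 group values passed, both in Tolerant-2 leaves: NADH dehydrogenase (DY396279) at -2.82 and senescence-associated protein DIN1 (DY396338) at -2.62, each on 1 slide, with an adjusted p of 0.0228 over the list and of 0.133 and 0.150 over all features. No group measured either feature on more than 1 slide, so the error of both, at 0.31, is the prior taken from other features. The list was chosen by the study on these samples, so the adjustment over the list alone is not independent evidence. Without replicate 3 of Tolerant-2 leaves, the slide that measured both, 0 passed, and without its replicate 2, or without replicate 1 of Susceptible-2 leaves, 4 passed.

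Cytosolic fructose 1,6-bisphosphatase (DY475548) was under 2 times background in the drought channel of both slides of Susceptible-1 flowers, and no bound above 1-fold could be given there. In Susceptible-2 flowers it was at -0.26 on 1 of 3 slides (adjusted p = 1.00 in limma). In leaves no slide gave it a value. The feature of unknown function DY475051 was under 2 times background in the control channel of both slides of Susceptible-1 flowers, again with no bound above 1-fold. In Susceptible-2 flowers it was at -0.07 on 1 of 3 slides. The sign of both features in Susceptible-2 flowers changed when marked spots were kept, and that of DY475051 also with loess within print blocks. Asparagine synthetase (DY475477) was at -1.198 in Susceptible-1 flowers, on 1 of 2 slides, and at 0.67 (SE 0.46) in Susceptible-2 flowers, higher on 2 of 3 slides. Neither passed limma's adjusted threshold (0.996 and 1.00). The value in Susceptible-2 flowers rested mainly on their replicate 3, at 1.81. It fell to 0.0937 without that slide and rose to 1.09 without replicate 1 of all groups. Actin (DY475300), the reference of the study's PCR assays, was called in 0 of 8 groups. At least 1 of its copies was saturated on every slide in both channels in Tolerant-2 flowers and Susceptible-1 leaves. The same held in the control channel in Tolerant-1 leaves and in the drought channel in Susceptible-1 flowers. In the other 4 groups actin lay between -0.18 and -0.01 (SE 0.17), but copies were saturated on some of their slides too, so these ratios do not show whether its level was equal.

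Detection was compared between probes of different origin, since the array carries cDNAs of other legumes. In Tolerant-1, 4.65% of chickpea features were undetected (26 of 559, 95% interval 3.06 to 6.74%), 9.62% of grasspea features (15 of 156, 5.48 to 15.4%) and 95.1% of lentil features (39 of 41, 83.5 to 99.4%). In Susceptible-1 the shares were 6.26% (35 of 559), 25.0% (39 of 156, 18.4 to 32.6%) and 95.1% (39 of 41). In Tolerant-2 they were 1.43% (8 of 559), 1.92% (3 of 156) and 78.0% (32 of 41, 62.4 to 89.4%), and in Susceptible-2 they were 0.537% (3 of 559), 0.641% (1 of 156) and 78.0% (32 of 41). Lentil features were undetected more often than chickpea features in all 4 genotypes, with the highest adjusted p at 3.65e-37 in Fisher's exact test. Grasspea features were undetected more often in Susceptible-1 (adjusted p = 8.62e-10, Fisher's exact test) and Tolerant-1 (0.0399). They did not differ from chickpea features in Tolerant-2 (adjusted p = 0.814, Fisher's exact test) or Susceptible-2 (1.00). Susceptible-1 rested on 7 channels and the other genotypes on 12 each. The grasspea difference of Tolerant-1 no longer passed at 1.5 times background (adjusted p = 0.0962, Fisher's exact test), and that of Tolerant-2 and Susceptible-2 passed when a feature had only to be undetected in most channels. Lentil features reached 2 times background in 1.64% of 1763 pairs of feature and channel, involving 13 of the 41 features, against 10.1% of 129 pairs for negative controls and 0% of 172 pairs for blanks.

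**Figure D4:**
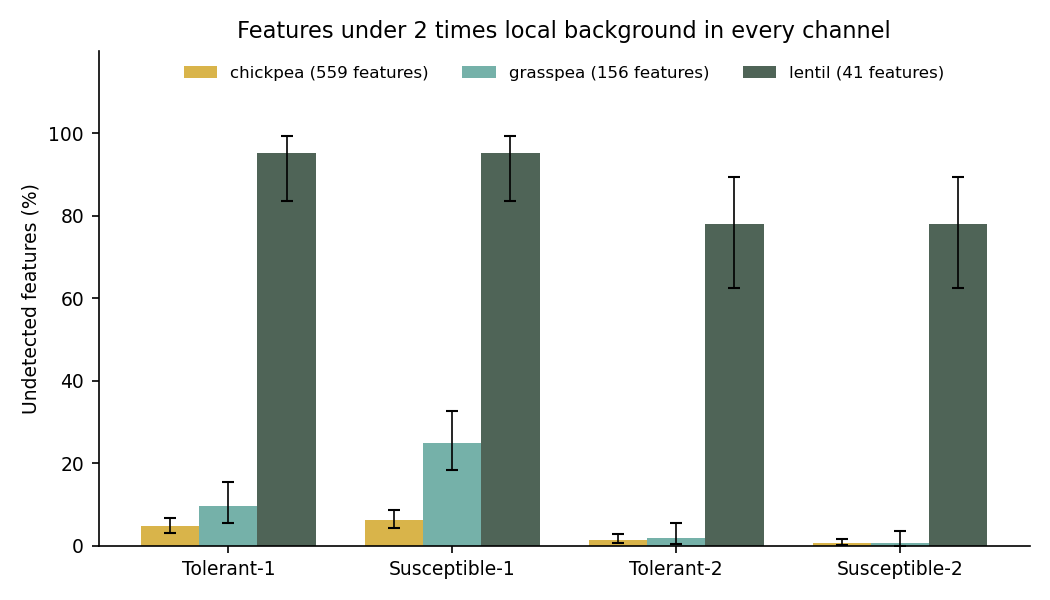
Percentage of features under 2 times local background in every channel (vertical axis) by genotype and origin of the printed DNA, with exact 95% binomial intervals over features. Lentil features stand between 78.0% and 95.1%, and grasspea features are highest in Susceptible-1, at 25.0%.

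The authors' processed log2 ratios were set against the scanner values over features. Their correlation with the turned group means ranged from 0.450 in Susceptible-2 flowers to 0.873 in Susceptible-1 leaves and was positive in all 8 groups, so that their direction is drought over control. Column medians were -0.06 in Tolerant-1, -0.06 in Tolerant-2, -0.06 in Susceptible-1 and -0.09 in Susceptible-2 leaves, and -0.22, -0.03, -0.03 and -0.07 in flowers in the same order. Their centring stays unknown. In leaves 26, 43, 21 and 15 of the authors' values lay beyond 2-fold for Tolerant-1, Tolerant-2, Susceptible-1 and Susceptible-2, and in flowers 57, 32, 21 and 21, mostly downward. The group values of the present fit beyond 2-fold, with no test, numbered 9, 19, 12 and 23 in leaves and 16, 3, 17 and 0 in flowers. Of these, 6, 2, 5 and 3 in leaves and 15, 0, 10 and 0 in flowers were upward, so the direction differed from that of the authors' values in Tolerant-1 and in Susceptible-1 flowers.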

Values the study reported

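The study counted 109 transcripts as changed by drought. For Tolerant-1 it gave 6 induced and 21 repressed transcripts, and for Tolerant-2 it gave 7 induced and 45 repressed. For Susceptible-1 it gave 6 induced and 20 repressed transcripts, and for Susceptible-2 it gave 2 induced and 21 repressed. The array was described as holding 559 chickpea, 156 grasspea and 41 lentil features.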

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

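The tests on equal numbers of slides for single pairs of genotypes, on equal slides together with matched detection factors, and on the 160 spots described last were chosen only after the results were seen.

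The share of undetected grasspea features above that of chickpea features differed between genotypes in a permutation test (two-sided, 12 differences tested over grasspea and lentil features). It was -13.8 percentage points for Tolerant-1 minus Susceptible-1 (adjusted p = 0.00148, permutation test), with shares above chickpea of 4.96 and 18.7 points. It was -18.2 points for Tolerant-2 minus Susceptible-1 and 18.6 points for Susceptible-1 minus Susceptible-2 (adjusted p = 6e-05 for both, permutation test), where Tolerant-2 had 0.492 and Susceptible-2 had 0.104 points above chickpea. The permutation p of these last was 1e-05 before adjustment, the smallest that the permutations can give. The other 9 differences, all of those of lentil features included, did not pass. The test exchanges genotypes within features, so it covers the features of these slides and not the spread between slides. The difference between Tolerant-1 and Susceptible-1 depended on the detection rule. With features undetected in most channels, the shares above chickpea were 39.4 and 38.9 points, against 26.8 in Tolerant-2 and 29.6 in Susceptible-2. Susceptible-1 stayed above Tolerant-1 at 1.5 times background (9.11 against 1.57 points) and at 3 times (32.5 against 13.6).

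Susceptible-1 has 7 distinct channels and the others 12, and a feature has more chances to be detected on more channels. With 1 leaf and 2 flower slides per genotype, Tolerant-1 stood 4.52 points above Susceptible-1 (p = 0.175 before adjustment, permutation test), so the number of slides is a candidate explanation for the difference between these 2 genotypes. Only 1 choice of slides per genotype was tried, and slides of a genotype differ in signal over background. The number of slides is therefore not told apart from which slides were kept. On this choice, the same test argues against the number of slides for the other pairs, since the smaller of the differences from Tolerant-2 and Susceptible-2 was 19.2 points. Of the 12 differences, 4 passed with equal slides. All of these set Tolerant-1 or Susceptible-1 against Tolerant-2 or Susceptible-2.

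A general lack of signal was tested by setting the detection factor of each genotype so that an equal share of chickpea features was undetected, and 3 of 3 differences still passed. With equal slides as well, the smaller of the differences of Susceptible-1 from Tolerant-2 and Susceptible-2 was 10.9 points (adjusted p = 0.00555, permutation test). These values argue against a general lack of signal as the whole cause. What stays open is a difference between hybridisation series. Tolerant-1 and Susceptible-1 were quantified on other days than Tolerant-2 and Susceptible-2, so genotype and series cannot be told apart here. A difference between genotypes in sequence or expression stays open and was not tested.

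The signal mean was also set against the total signal over the spot area, which the comparisons of the report do not use. Among 186561 spots whose total was written in full, total over area exceeded the deposited mean at 160, with a tolerance of 2 intensity units. These were 59 of 10578 lentil spots, from 17 features, and 101 of 774 negative-control spots, from 2 features. The count was 0 of 132967 chickpea, 0 of 40154 grasspea and 0 of 1032 blank spots. The mean lay lower by 500 to 41100 units, with a median of 1800, in 24 of 43 channels. All 160 carried the mark for an empty spot, and all reached 2 times background by total over area while 0 did by the mean.

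Rounding of the totals at these spots allows gaps of at most 0.0476 units, and the smallest was 500. Pixels trimmed before averaging would leave gaps of any size, but 96.2% of the gaps were multiples of 10, and 91.9% were multiples of 100, within 0.001 units. Both values argue against these explanations. How the deposited means at these spots came about is not known from the files, and no biological explanation was tested. Taking total over area raised the pairs of lentil feature and channel at 2 times background from 1.64% to 2.16%, and those of negative controls from 10.1% to 25.6%. Because negative controls were above lentil features on either measure, signal in the spot of printed DNA may account for the lentil values, although blank spots stayed at 0% on both. Such signal was not seen for every printed DNA. By total over area, the digested-plasmid controls reached 2 times background in 16 and 17 of 43 channels, and the PCR-primer control in 0. The undetected shares of chickpea and grasspea features were the same with either measure.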

How the results depend on the processing

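The alternatives with total signal over area, with values on at least 2 slides per group, with dye-balanced group values and within the groups quantified together were chosen after the data were seen. Over 1790 recomputed values, 1560 stayed on the same side of their threshold or within 1.5 times, 164 counts or values moved further, 55 lost and 3 gained significance, and 8 changed sign. Where a value moved, the cause was not tested unless stated. The normalisation alternatives shifted the median of all features by under 0.05. The number of slides and the signal over background, with a median of 4.23 per channel, limit all values, and leaving out dim features kept 554 of 691.

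The count of 0 calls in Susceptible-2 flowers stayed at 0 in every limma fit run and in every leave-out. For Tolerant-2 leaves and flowers the limma alternatives on all slides also gave 0. The methods' t-test on replication values gave 0 calls in each of the 7 groups with more than 1 slide, against 2 in Tolerant-1 leaves and 10 in Susceptible-2 leaves by limma, and it gave 0 for the fixed list adjusted over the list alone, and 1 feature for leaves minus flowers in Tolerant-1 at an adjusted p alone. With every spot taken as a replicate, which treats copies on a slide as independent, the t-test called 8 features in Tolerant-1 leaves, 16 in Tolerant-2 leaves, 11 in Susceptible-1 leaves, 20 in Susceptible-2 leaves, 14 in Tolerant-1 flowers and 10 in Susceptible-1 flowers. In the mean of leaves it called 10 and had 372 at an adjusted p alone. For tolerant minus susceptible it called 16 in leaves (172 at an adjusted p alone) and 5 in flowers (61). For leaves minus flowers it called 27 in Tolerant-1 (194), 15 in Tolerant-2 (221), 22 in Susceptible-1 (230) and 13 in Susceptible-2 (281). Of the fixed list it called 7 over all features and 8 over the list. These larger counts follow from counting 6 copies as 6 replicates.

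Plain background subtraction, an offset of 10 and the median of the copies each gave 0 calls in Tolerant-1 leaves. No background correction gave 4 calls in Susceptible-2 leaves. Loess within print blocks gave 1 call in Tolerant-1 leaves, 1 in Tolerant-1 flowers, 1 for leaves minus flowers in Susceptible-2 (1 at an adjusted p alone) and 0 for the fixed list over the list alone. Median centring without loess gave 0 in Tolerant-1 leaves, 2 in Susceptible-2 leaves, 1 in Tolerant-1 flowers and 34 features at an adjusted p alone in the mean of leaves. With marked spots kept there were 0 calls in Tolerant-1 leaves, 5 in Susceptible-2 leaves and 0 for the fixed list over the list alone, and the mean correlation with the authors' values was 0.530. Leaving out dim features gave 1 for the fixed list over the list alone. Values on at least 2 slides per group gave 1 call in Tolerant-1 leaves and 0 for the fixed list over the list alone, by construction, since both features of the list were measured on 1 slide.

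The dye term gave 1 call in Tolerant-1 leaves, 1 in Susceptible-1 leaves and 4 in Tolerant-1 flowers. For leaves minus flowers it gave 2 in Tolerant-1 (2 at an adjusted p alone) and 3 in Susceptible-2 (5), and 0 for the fixed list over the list alone. Dye-balanced group values gave 0 calls in Tolerant-1 leaves, 6 in Susceptible-2 leaves, 3 in Tolerant-1 flowers, 2 in Susceptible-1 flowers and 1 for leaves minus flowers in Tolerant-1 (1 at an adjusted p alone), and 27.3% of calls were repressed. With the swapped slides taken as not swapped, the sign-turned reading, there were 0 calls in Tolerant-1 leaves, 0 in Susceptible-2 leaves, 8 in Susceptible-1 flowers, 0 in the mean of leaves (1 at an adjusted p alone) and 3 in the mean of flowers. The repressed share was then 0%, the fixed list had 5 over the list alone, and the mean correlation with the authors' values was -0.173. DY396350 changed sign under this reading, to -0.40 in the mean of leaves and -0.26 in Susceptible-2 leaves, and DY475477 to 1.198 in Susceptible-1 and -0.54 in Susceptible-2 flowers.

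Fitting each group alone gave 0 calls in Tolerant-1 and 0 in Susceptible-2 leaves. Array weights gave 17 in Susceptible-2 leaves, and for leaves minus flowers 1 in Tolerant-1 (1 at an adjusted p alone) and 5 in Susceptible-2 (26). Quantification day as a random block, with a correlation of 0.194, gave 1 call in Tolerant-1 and 5 in Susceptible-2 leaves. The repeated files counted as separate replications gave 0 calls in Tolerant-1 leaves, 12 in Susceptible-1 leaves, 5 in Susceptible-2 leaves, 1 in Tolerant-1 flowers, 2 for tolerant minus susceptible in leaves (2 at an adjusted p alone) and 1 for the fixed list over all features. The 12 calls follow from counting 1 slide more than once. Tolerant-2 with Susceptible-2 alone gave 7 calls in the mean of leaves, and Tolerant-1 with Susceptible-1 alone gave 8 features at an adjusted p alone. Without a size threshold the adjusted p gave 5 features in Tolerant-1 leaves, 38 in Susceptible-2 leaves and 73 in the mean of leaves. Testing against 1.2-fold (treat) gave 0 calls in Tolerant-1 leaves, 1 in Susceptible-2 leaves and 5 in the mean of leaves (5 at an adjusted p alone), and 100% of the calls in groups were repressed. The authors' values beyond 2-fold, with no test, numbered 26 in Tolerant-1, 43 in Tolerant-2 and 21 in Susceptible-1 leaves, and 57, 32, 21 and 21 in flowers of Tolerant-1, Tolerant-2, Susceptible-1 and Susceptible-2.

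Of the named features, DY396350 in the mean of leaves kept its call in 19 of 20 alternatives, with limma or t-test adjusted p from 1.88e-20 to 0.767. In Susceptible-2 leaves it kept it in 16 of 22 (1.61e-08 to 0.930) and in Tolerant-1 leaves in 8 of 22 (7.30e-09 to 0.963). CV793595 kept its call in 15 of 22 (7.19e-13 to 0.557). DY475051 in Susceptible-2 flowers was at 0.0046 with loess within print blocks and at 0.20 with marked spots kept, where DY475548 was at 0.30. For grasspea features above chickpea, 1.5 times background gave 1.57 points in Tolerant-1 and -0.358 in Tolerant-2. The rule of being undetected in most of the channels gave 29.6 points in Susceptible-2 and 26.8 in Tolerant-2, both past the threshold. Under the same rule Tolerant-1 stood at 39.4 and Susceptible-1 at 38.9 points, so Tolerant-1 was not below Susceptible-1 there. Lentil features stayed past it in every alternative.

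Leaving out slides left some groups with 1 slide, which is then assumed to vary like the others. The mean of leaves could not be computed without replicate 3 of all groups or without the only slide of Susceptible-1 leaves. The range of calls was 0 to 3 in Tolerant-1 leaves, where 5 of 24 fits gave 2 or 3. It was 0 without replicate 1 or 2 of that group, without any slide of Tolerant-2 leaves, Tolerant-2 flowers or Susceptible-2 flowers, without replicate 2 of Susceptible-2 leaves or without replicate 1 of all groups. It was 0 to 1 in Tolerant-2 leaves (1 without its replicate 2 or without replicate 2 of all groups) and 0 to 12 in Susceptible-2 leaves (0 without its replicate 1 or replicate 1 of all groups, 4 without its replicate 2, and 2 without replicate 2 of all groups, and 12 without either slide of Susceptible-1 flowers). In Tolerant-1 flowers it was 0 to 4 (4 without its dim replicate 2 or without replicate 3 of all groups, and 1 without its replicate 3, without replicate 2 of all groups, or without replicate 1 or 3 of Susceptible-2 leaves) and in Susceptible-1 flowers 0 to 24 (24 without replicate 3 of all groups, 4 without its own replicate 3, and 2 without replicate 3 of Tolerant-1 flowers). In the mean of leaves it was 0 to 1, and 0 to 95 at an adjusted p alone (0 without replicate 1 and 41 without replicate 2 of all groups). In the mean of flowers it was 0 to 8 (8 without replicate 3 of all groups, and 1 without replicate 3 of Tolerant-1 flowers). For leaves minus flowers it was 0 to 2 in Tolerant-1 (2 without replicate 2 of all groups, 1 without replicate 2 of its flowers), 0 to 1 in Tolerant-2 (1 without replicate 2 of all groups) and 0 to 2 in Susceptible-1 (2 without replicate 3 of its flowers). It was 0 to 2 in Susceptible-2 and 0 to 3 at an adjusted p alone (2 and 3 without replicate 3 of its leaves, 1 and 2 without replicate 2 of Tolerant-1 flowers). The repressed share ran from 0% to 83.3% (0% without replicate 1 of Susceptible-2 leaves, 33.3% without replicate 3 of all groups). The fixed list over the list alone ran from 0 (without replicate 3 of Tolerant-2 leaves) to 4 (without its replicate 2, without replicate 1 of Susceptible-2 leaves, or without replicate 2 or 3 of all groups), and the mean correlation with the authors' values from 0.428 (without replicate 3 of all groups) to 0.718 (without replicate 1).

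In Tolerant-1, deviations of leaf and flower slides with the same replication number correlated at 0.407, -0.222 and 0.267. In Tolerant-2 they did so at 0.0525, 0.484 and 0.397, near the values of Susceptible-2, and slides with other numbers correlated negatively. Pairing by number thus stays possible in Tolerant-2 and is less clear in Tolerant-1. Over 3 genotypes the correlation was 0.253 on average (9 pairs), against -0.122 for other numbers (18 pairs). With a replicate block, leaves minus flowers gave 0, 0, 0 and 4 calls in Tolerant-1, Tolerant-2, Susceptible-1 and Susceptible-2 (4 at an adjusted p alone in the last), and 65, 36, 36 and 89 features at an unadjusted p under 0.05. Against 0 calls without the block in all 4, it changed no call but those of Susceptible-2.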

Other observations

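The tests of a shared dye effect, of features with unbalanced dyes and of wrongly recorded dyes, and that of the weights in the authors' values, were chosen only after the results were seen.

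Swapped and unswapped slides of the flower groups correlated at -0.221 on average after the swapped one was turned, and those of leaves at 0.122. Taking out the dye effect estimated on the other groups alone moved the flower mean to -0.0839, and the leaf mean to 0.193. Over the 7 groups with both orientations, 4 then lay above 0 and 3 below, where 2 lay above 0 before. A shared dye effect may therefore explain part of the low correlation and did not explain all of it. Unturned, the swapped slide correlated more with its own group than with other groups in 3 of 4 flower groups and in 0 of 3 leaf groups. Wrongly recorded dyes in flowers, a shared dye effect and a small response to drought cannot be told apart from 1 swapped slide per group.

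For the 73 features of the mean of leaves, wrongly recorded dyes are argued against by the count with the swapped slides taken as not swapped, which was 1. All 73 also passed with the dye term, but for 57 of them the balance of the dyes fixes this. Of the 16 whose measured slides leave the dyes unbalanced, 16 passed and the term moved their values by at most 0.05, which argues against a dye effect left in the mean of these 16. Of 100 sign changes of the 10 leaf slides, 1 gave as many features, the real one, and the highest other count was 8, so chance can be excluded at that number. The features of Susceptible-2 leaves at an adjusted p alone had the same sign in the mean of the other 3 leaf groups in 97.3% (36 of 37). That mean alone had 15 features at an adjusted p under 0.05 in limma, so the count was not the response of Susceptible-2 leaves alone. Median signal over background of the 73 features was 11.3, against 7.61 for the other 427 tested, which argues against dim features as the source.

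Dye-balanced ratios correlated at 0.545 on average between leaf groups of different genotypes, at 0.00712 between leaf and flower groups of different genotypes, and at 0.157 between flower groups, over features, which are not independent replicates. Of the 35 choices of 3 of the 7 groups, 1 gave a difference as large, the real one. A drought response shared by leaves of different genotypes may account for this. Shared quantification days stay open, since the mean was 0.444 over only 2 leaf pairs with no shared day, against 0.0359 over 6 leaf and flower pairs, which reached 0.415. Tissue itself, and handling that differed between tissues, were not told apart.

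For single groups, 3 slides allow 4 sign changes, so a share under 0.05 is not possible and chance cannot be excluded. As many features at an unadjusted p under 0.05 were given by 1 of the 4 in Tolerant-1 leaves, by 1 in Tolerant-2 leaves, by 1 in Susceptible-2 leaves, by 4 in Tolerant-1 flowers, by 3 in Tolerant-2 flowers and by 4 in Susceptible-2 flowers. In the flower groups the sign change that follows the dyes gave 106, 8 and 12 features, more than the 54, 6 and 6 of the real signs. With the dye term the real signs gave 63, 7 and 18. In the mean of flowers 47 of 100 sign changes gave as many. For tolerant minus susceptible 49 of 100 splits gave as many in leaves and 97 of 100 in flowers, so chance cannot be excluded there. For leaves minus flowers, 10 splits allow no share under 0.05, and 6 gave as many in Tolerant-1, 3 in Tolerant-2 and 1 in Susceptible-2.

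Of the 12 differences between genotypes in undetected shares, 4 passed with equal slides and 3 of 3 with matched detection factors. These 2 tests were planned.

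The authors' values of Susceptible-1 flowers followed replication 3 with 3.36 times the weight of replication 1 in a regression over features. Replication 2 repeats the files of replication 3, and averaging that slide as 2 replications could give such a weight. In the 6 groups of 3 slides the same ratio lay between 0.777 and 2.66, so uneven weights also arise with no repeat, and the cause stays open. Which deposited files replace the missing slides of Susceptible-1 is not known.

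Calls in limma numbered 2 induced and 0 repressed in Tolerant-1. Both are lower than the counts quoted from the study above. Calls numbered 0 induced and 0 repressed in Tolerant-2 and in Susceptible-1, with 57 and 6 features at an unadjusted p under 0.05 in leaves and flowers of Tolerant-2 and 25 and 21 in those of Susceptible-1, and 0 by the methods' t-test, which could not be run in Susceptible-1 leaves. These are lower than the counts quoted from the study above. Repressed features numbered 8 in Susceptible-2. That is lower than the count quoted from the study above. Induced features numbered 2 there. That equals the count quoted from the study above. Both of these calls were in leaves, where only 1 of the authors' values lay beyond 2-fold upward, so the equal count does not mean the same features. Distinct features called numbered 11. That is lower than the number quoted from the study above. The t-test with every spot as a replicate called 8 features in leaves and 14 in flowers of Tolerant-1. It called 11 and 10 in those of Susceptible-1, 16 in Tolerant-2 leaves and 20 in Susceptible-2 leaves. The comparison with the study thus depends on how replicates are counted. The drought p-values printed in the study are too small to come from 1 value per biological replication. Its own test therefore took in more values than the t-test on replication values did here. Susceptible-1 rested here on 1 leaf slide and 2 flower slides, fewer than the biological replicates that the study describes.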
